# Integration of high-throughput reporter assays identify a critical enhancer of the *Ikzf1* gene

**DOI:** 10.1371/journal.pone.0233191

**Published:** 2020-05-26

**Authors:** Jaafar Alomairi, Anne M. Molitor, Nori Sadouni, Saadat Hussain, Magali Torres, Wiam Saadi, Lan T. M. Dao, Guillaume Charbonnier, David Santiago-Algarra, Jean Christophe Andrau, Denis Puthier, Tom Sexton, Salvatore Spicuglia

## Abstract

The *Ikzf1* locus encodes the lymphoid specific transcription factor Ikaros, which plays an essential role in both T and B cell differentiation, while deregulation or mutation of IKZF1/*Ikzf1* is involved in leukemia. Tissue-specific and cell identity genes are usually associated with clusters of enhancers, also called super-enhancers, which are believed to ensure proper regulation of gene expression throughout cell development and differentiation. Several potential regulatory regions have been identified in close proximity of *Ikzf1*, however, the full extent of the regulatory landscape of the *Ikzf1* locus is not yet established. In this study, we combined epigenomics and transcription factor binding along with high-throughput enhancer assay and 4C-seq to prioritize an enhancer element located 120 kb upstream of the *Ikzf1* gene. We found that deletion of the E120 enhancer resulted in a significant reduction of *Ikzf1* mRNA. However, the epigenetic landscape and 3D topology of the locus were only slightly affected, highlighting the complexity of the regulatory landscape regulating the *Ikzf1* locus.

## Introduction

Cell-type specific regulation of gene expression requires the activation of promoters by distal genomic elements defined as enhancers. The classical view of enhancer function is that they contribute to increasing the overall level of gene expression by inducing transcription from associated promoters [1]. Complex gene regulation is mediated by the association of clusters of enhancers, also called super-enhancers [2]. Whether the individual components (i.e. single enhancers) synergistically contribute to transcription regulation of their target genes or have distinct specialized functions has been a matter of debate [2–5].

With the increasing awareness of the important role of enhancers in normal development as well as in disease, there is strong scientific interest in identifying and characterizing these elements. However, few predicted enhancer elements have been shown to affect transcription of their endogenous genes or to alter phenotypes when disrupted, highlighting the need to integrate different epigenomic resources and functional assays to identify critical distal regulatory elements [6]. Although putative enhancers can be identified genome-wide based on chromatin accessibility or histone modifications [7], these approaches do not provide direct proof of enhancer function. Recent developments of functional high-throughput assays have enabled quantitative measurements of enhancer activity of thousands of regulatory elements in parallel, providing a straightforward approach to prioritize *bona fide* enhancers [8]. In particular, a common observation of high-throughput assays based on massively paralleled reporter assays [9–14] or CRISPR-based screens [15, 16] is that many predicted enhancer regions do not show enhancer activity in reporter assays or after CRISPR deletion. Therefore, it is crucial to experimentally assess whether genomic regions function as *bona fide* enhancers in living cells.

Ikaros is a lymphoid specific transcription factor that plays a major role in both T and B cell differentiation [17, 18]. During T cell differentiation Ikaros is required for proper gene regulation during the CD4^-^CD8^-^ (double-negative; DN) to the CD4^+^CD8^+^ (double-positive; DP) transition (also called b-selection) mainly by recruiting chromatin repressors [19, 20] and silencing Notch1 target genes [20–23]. Importantly, Ikaros deregulation or mutation plays an important role in leukemia [24–33]. In mouse and human, Ikaros is encoded by the *Ikzf1* gene and is known to harbor several transcript isoforms playing different regulatory roles [34–38]. Several potential regulatory regions have been identified in the proximity of the *Ikzf1* locus, suggesting a complex network of regulatory elements are required to drive Ikaros expression during hematopoiesis and lymphocyte maturation [39–41]. To gain insight into the regulation of *Ikzf1* locus in T cell precursors, we have integrated data from high-throughput reporter assays, chromatin modifications, binding of key T cell transcription factors as well as genomic interactions. We prioritized an enhancer located 120 kb upstream of *Ikzf1* and studied the functional role of this regulatory element.

## Material and methods

### Cell culture

P5424 cell line [42] was kindly provided by Dr. Eugene Oltz, Washington, USA and was cultured as described previously [14]. Cells were passed every 2–3 days and routinely tested for mycoplasma contamination, and maintained in RPMI medium (Gibco) supplemented with 10% FBS (Gold, PAA) at 37 °C, 5% CO2. J1 mouse embryonic stem (ES) cells were grown on gamma-irradiated mouse embryonic fibroblast cells under standard conditions (4.5 g/L glucose-DMEN, 15% FCS, 0.1 mM non-essential amino acids, 0.1 mM beta-mercaptoethanol, 1 mM glutamine, 500 U/mL LIF, gentamicin), then passaged onto feeder-free 0.2% gelatin-coated plates for at least two passages to remove feeder cells before 4C.

### Isolation of DN3 thymocytes

Thymuses from 4–5 weeks old c57/Bl6 mice were dissected and homogenized in cold PBE (PBS with 0.5% BSA and 2 mM EDTA), before incubation for 30 min at 4 °C with rat anti-CD4 and rat anti-CD8 anti-sera (gift from Susan Chan) and depletion of DP thymocytes with sheep anti-rat IgG magnetic beads (Invitrogen). 1x10^8^ cells were resuspended in 300 μl PBE plus 3 μl anti-mouse CD4-FITC, 3 μl anti-mouse CD8a-FITC, 3 μl anti-mouse CD3e-FITC, 3 μl anti-mouse B220-FITC, 3 μl anti-mouse CD11b-FITC, 3 μl anti-mouse Ly-6G(Gr-1)-FITC, 3 μl anti-mouse NK1.1-FITC, 6 μl anti-mouse CD44-PE, and 6 μl anti-mouse CD25-PE (all eBioscience antibodies), and incubated on ice for 10 min before washing in PBE. DAPI was added to a final concentration of 100 ng/ml and live DN3 cells were purified by FACS (DAPI-negative, FITC-negative, APC-negative, PE-positive) before immediate fixation for 4C.

### CRISPR/Cas9 genome editing

The targeted enhancer regions were defined by the peaks of CapStarr-seq and DNase-seq which bind the 6 TFs. Two gRNAs were designed at each end of the targeted region by CRISPR direct tool [43]. The gRNAs were cloned into the gRNA cloning vector (Addgene #41824) as previously described [44]. Two million cells were transfected with 3μg of each gRNA vector and 3μg of Cas9 vector (Addgene #41815) using the Neon transfection system (Life Technologies). After 3 days of transfection, the bulk transfected cells were plated in 96-well plates at the limiting dilution (0.5 cell per 100 μl per well) for clonal expansion. After 10–14 days, individual cell clones were screened for homozygous allele deletion by direct PCR using Phire Tissue Direct PCR Master Mix (Thermo Scientific) following the manufacturer’s protocol. Forward and reverse primers were designed bracketing the targeted regions allowing the detection of knockout and wild-type alleles. Clones with homologous allele deletion were considered if having at least one expected deletion band and no wild-type band. The gRNAs and primers are listed in the S1 Table.

### Gene expression analysis

Total RNA was isolated using the RNeasy kit (Qiagen). RNA samples (1 μg) were reverse-transcribed into cDNA using Superscript VILO Master Mix (Thermo Scientific). The quantitative PCR was performed using power SYBR Master Mix (Thermo Scientific) on a QuantStudio 6 Flex Real-Time PCR System. Primer sequences are listed in S2 Table. Gene expression was normalized to that of *Rpl32*. The relative expression was calculated by delta Ct method and all the shown data reported from the fold change over the control. For each cell clone, the Student’s *t*-test was performed (unpaired, two-tailed, 95% confidence interval) from 3 biological replicates of independent cDNA preparations. Data are represented with standard deviation (s.d). For RT-qPCR, 1/20 of synthesized cDNA was used as template for one reaction; PCRs were performed with Phusion polymerase (Thermo Scientific), Tm = 60 °C, 35 cycles. RNA-seq from the P5424 cell line treated with either DMSO or PMA/ionomycin was published before [45] and was retrieved from GEO (GSE120655).

### PMA/ionomycin induction

1 x 10^6^ cell/ ml of P5424 cells (wt and ΔIkE120) were stimulated for 6 hours with 20 μg/ml of PMA plus 0.5 μg/ml of ionomycin in 6-well plate of 3 independent experiments. Then, total RNA was prepared from non-stimulated or stimulated cells using the RNeasy kit (Qiagen) as recommended by the manufacturer.

### Chromatin immunoprecipitation-sequencing (ChIP-seq)

Total 40 x10^6^ of wt and ΔIkE120P5424 cells were crosslinked in 1% formaldehyde for 10 min at 20 °C, followed by quenching with glycine at a final concentration of 250 mM. Pelleted cells were washed twice with ice-cold PBS, and then re-suspended in lysis buffer (20 mM Hepes PH 7.6, 1% SDS, 1X PIC) at final cell concentration of 15 x 10^6^ cells/ml. Chromatin was sonicated with Bioruptor (Diagenode) to an average length of 200–400 bp (5 pulses of 30 sec ON and 30 sec OFF). An aliquot of sonicated cell lysate equivalent to 0.5 x 10^6^ cells was diluted with SDS-free dilution buffer (1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8.0, 167 mM NaCl) for single immunoprecipitation. Specific antibody to H3K27ac (C15410196; Diagenode) (1 μg per ChIP) and proteinase inhibitor cocktail were added to the lysate and rotated overnight at 4 °C. On the next day, Protein A magnetic beads (Invitrogen) were washed twice with dilution buffer (0.15% SDS, 1% Triton X-100,1.2 mM EDTA, 16.7 mM Tris pH 8.0, 167 mM NaCl and 0.1% BSA) and added to the lysate and rotated 1 hour at 4 °C. Then, beads were washed with each of the following buffers: once with Wash Buffer 1 (2 mM EDTA, 20 mM Tris pH 8.0, 1% Triton X-100, 01% SDS, 150 mM NaCl), twice with Wash Buffer 2 (2 mM EDTA, 20 mM Tris pH 8.0, 1% Triton X-100, 0.1% SDS, 500 mM NaCl), twice with Wash Buffer 3 (1 mM EDTA, 10 mM Tris pH 8.0). Finally, beads were eluted in Elution buffer (1% SDS, 0.1 M NaHCo_3_) and rotated at RT for 20 min. Eluted materials were then added with 0.2 M NaCl, 0.1 mg/ml of proteinase K and incubated overnight at 65 °C reverse cross-linking, along with the untreated input (10% of the starting material). The next day, DNA was purified with QIAquick PCR Purification Kit (Qiagen) and eluted in 30 μl of water. At least 1 ng of ChIP was used for library preparation. Libraries for ChIPs against H3K27ac was prepared according to Illumina ChIP-Seq protocol and sequenced on a Nextseq500 (Illumina) according to the manufacturer’s instructions. ChIP-seq was processed as described previously [14] and RPKM-normalized using deepTools bamCoverage [46] before visualization as heatmaps with deepTools plotHeatmap and as genome tracks with the IGV genome browser [47]. Differential H3K27ac signal between wt and ΔIkE120 cells was generated with the IGV genome browser.

### CapStarr-seq

CapStarr-seq data in P5424 (two replicates) and NIH3T3 cell lines with a selected set of DHSs were previously published [14] and processed data retrieved from GEO (GSE60029). As described previously, the enhancer activity was computed by calculating the ratio (fold change; FC) of FPKMs (Fragment Per Kilobase per Million mapped reads) between the CapStarr-seq signal over the plasmid library (input). DHSs with a FC between 1.5 and 3 were labelled as ‘weak enhancer’ and DHSs with a FC equal or higher than 3 were labelled as ‘strong enhancer’. To visualize the CapStarr-seq signal per individual cloned fragments we generated a bed file with an RGB color code proportional to the enhancer activity.

### Conservation of *Ikzf1* enhancers

Mammalian conservation of *Ikzf1* enhancers and coordinates of human orthologues regions were assessed using the UCSC genome browser [48]. ChIP-seq data for H3K27ac in developing human thymocytes were obtained from the Blueprint consortium ([49]; http://dcc.blueprint-epigenome.eu; S3 Table).

### Analyses of ImmGen dataset

ATAC-Seq normalized signals for cell types of hematopoietic lineages were retrieved from the ImmGen project [50, 51] as bigwig files (GSE100738). Their coverage within IkE120 locus (chr11:11,564,323–11,564,574, mm10) was extracted using deepTools multiBigwigSummary (http://doi.org/10.1093/nar/gkw257) and compared to *Ikzf1* DeSeq2 normalized RNA-Seq signal of corresponding cell types obtained from the ImmGen portail (www.immgen.org).

### Hi-C and virtual 4C

Raw Hi-C data from primary DP thymocytes were taken from Hu et al. [52] and processed with FAN-C [53], entailing iterative mapping to the mm9 genome assembly with bowtie2, filtering self-ligation events and PCR duplicates, binning the data to 10 kb bins and balancing the chromosome-wide matrices with the Knight-Ruiz method. TAD boundaries were identified by computing insulation scores [54] with windows of 100 kb (10 bins), normalizing to chromosome-wide averages of insulation scores, then filtering the local minima with the delta vector calculated for the three bins flanking the computed one, and with the difference of the minima and maxima of the delta vector being at least 0.7. Virtual 4C plots were made by plotting the values for one “row” of the normalized Hi-C matrix (corresponding to the interactions of different bins with one specific bin, set to either the *Ikzf1* promoter or the E120 enhancer) against the genomic coordinate of the interacting bin.

### 4C-seq

Cell preparations were fixed with 2% formaldehyde in their respective culture medium for 10 min at 23°C. The fixation was quenched with cold glycine at a final concentration of 125 mM, then cells were washed with PBS and permeabilized on ice for 1 h with 10 mM Tris-HCl, pH 8, 100 mM NaCl, 0.1% NP-40 and protease inhibitors. Nuclei were resuspended in DpnII restriction buffer at 10 million nuclei/mL concentration, and 5 million nuclei aliquots were further permeabilized by treatment for either 1 h with 0.4% SDS at 37°C (ES cells), or for 20 min with 0.7% SDS at 65°C, then for 40 min at 37°C (DN3 and P5424 cells). The SDS was then neutralized by incubating for a further 1h with either 2.6% (ES) or 3.3% (DN3 and P5424) Triton-X100 at 37°C. Nuclei were digested overnight with 1000 U DpnII at 37°C, then washed twice by centrifuging and resuspending in T4 DNA ligase buffer. *In situ* ligation was performed in 400 μL T4 DNA ligase buffer with 20,000 U T4 DNA ligase overnight at 16°C. DNA was purified by reverse cross-linking with an overnight incubation at 65°C with proteinase K, followed by RNase A digestion, phenol/chloroform extraction and isopropanol precipitation. The DNA was digested with 5 U/μg Csp6I at 37°C overnight, then re-purified by phenol/chloroform extraction and isopropanol precipitation. The DNA was then circularized by ligation with 200 U/μg T4 DNA ligase under dilute conditions (5 ng/μL DNA), and purified by phenol/chloroform extraction and isopropanol precipitation. 50 ng aliquots of this DNA were used as template for PCR with a bait-specific primer located 1.2 kb upstream of E1L (chr11: 11,583,929–11,583,952) and containing Illumina adapter termini (optimal PCR conditions available on request). PCR reactions were pooled, primers removed by washing with 1.8x AMPure XP beads, then quantified on a Bioanalyzer (Agilent) before sequencing with a HiSeq 4000 (Illumina). All bait sequence (including and downstream of the primer sequence, up to but not including the GATC DpnII site) are trimmed by the demultiplexing Sabre tool (https://github.com/najoshi/sabre), allowing two mismatches, before mapping to the mm9 genome with Bowtie [55]. Mapped reads were processed and visualized by 4See [56]. Interactions were called by peakC [57] with a window size of 21.

## Results and discussion

### Prioritization of an *Ikzf1* enhancer

In primary DP thymocytes, *Ikzf1* is associated with two clusters of enhancers or super-enhancers (Fig 1A). We identified thirteen DNAse I hypersensitive sites (DHSs) within the two super-enhancers in DP thymocytes (Fig 1A; S4 Table). To prioritize functional *Ikzf1* enhancers, we used our previously generated data from a CapStarr-seq high-throughput reporter assay [14] performed in the P5424 cell line [42], which roughly reflects T cell precursors [45]. In this assay, DHSs from primary DP thymocytes were assessed for enhancer activity [14]. Enhancer activity was calculated by the fold change (FC) of CapStarr-seq over the input signals for each DHS. As defined previously [14], active enhancers were classified as weak (1.5 < FC < 3) or strong (FC > 3). We found that 6 out of 13 *Ikzf1* associated DHSs displayed significant enhancer activity (Fig 1A). Of these, the weak enhancer located 15 kb downstream of the *Ikzf1* promoter (IkE+15) overlapped with a previously described enhancer [39, 41]. The two strongest enhancers (average FC higher than 3) were located 180 kb (hereafter IkE180) and 120 kb (hereafter IkE120) upstream of *Ikzf1* and have not been previously identified. These two strong enhancers overlapped the *Ikzf1* upstream super-enhancer and were classified within the top 5% of the most active DHSs present in primary DP thymocytes (ranked 360 and 405 out of 7,152 tested DHSs) (Fig 1B). Neither of the two enhancers was active in the fibroblast-derived NIH-3T3 cell line (Fig 1C). Analyses of H3K27ac ChIP-seq data from human developing thymocytes [58], suggested that the orthologous regions of IkE180 and IkE120 enhancers are also actives at certain stages of thymic T cell differentiation (S1 Fig).

**Fig 1:**
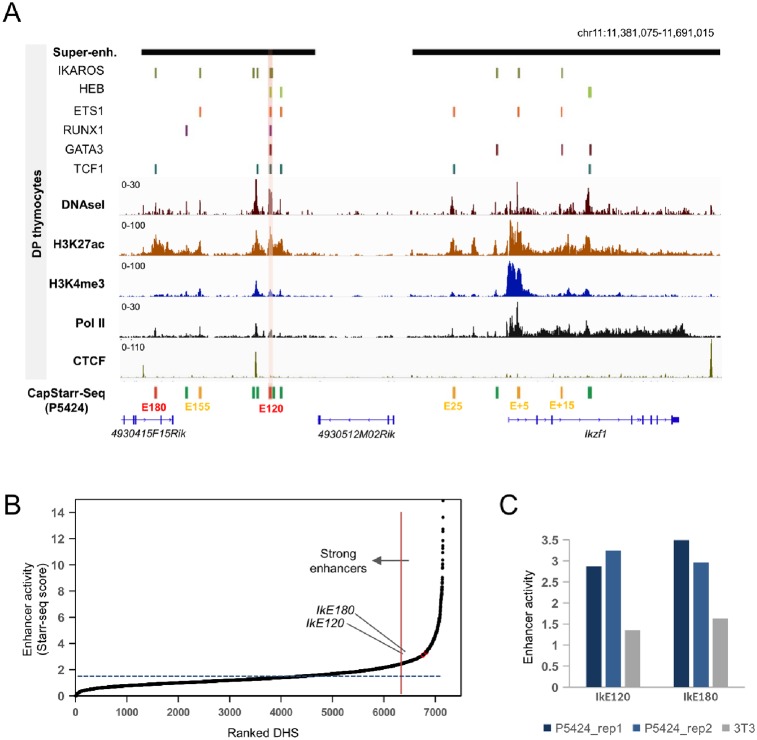
Prioritization of *Ikzf1* enhancers. (A) Epigenomic profiles of the *Ikzf1* locus showing ChIP-Seq signals for H3K4me1, H3K27ac and Pol II, DNAseI-seq, Super-enhancers and peaks of the indicated lymphoid transcription factors in mouse primary DP thymocytes. The enhancer activity of DHS regions as assessed by CapStarr-seq in P5424 cells (green: inactive; orange: weak; red: strong; merged from two replicates) is also shown. A strong enhancer associated with six transcription factors is highlighted. Coordinates of DHS and datasets are listed in S3 and S4 Tables, respectively. (B) Ranked DHSs from primary DP thymocytes in the function of enhancer activity assessed by CapStarr-seq in the P5424 cell line (merge of two replicates). The vertical line indicates the top 5% of the most active enhancer. The IkE120 enhancer is highlighted. (C) Enhancer activity of two *Ikzf1* enhancers assessed by CapStarr-seq in the P5424 and NIH3T3 cell lines.

We next explored whether the putative enhancers were bound by lymphoid specific transcription factors in primary DP thymocytes, using previously published ChIP-seq data for six transcription factors [14, 22, 59–61](S3 Table). Strikingly, the IkE120 enhancer was the only one to be bound by all tested lymphoid transcription factors, including Ikaros itself (Fig 1A). Interestingly, it was also located between two CTCF sites flanking the *Ikzf1* locus (Fig 1A), a known hallmark of “architectural” chromatin loops [62].

To assess whether the identified enhancers directly interact with the *Ikzf1* promoter, we initially analyzed published Hi-C data from primary DP thymocytes [52]. Identified enhancers were all embedded in the same Topological Associated Domain (TAD) as the *Ikzf1* locus, and flanked by convergent CTCF sites (Fig 2A). Virtual circularized chromosome conformation capture (4C) plots suggested that IkE120 and *Ikzf1* promoter preferentially interact together (Fig 2A, bottom panels). 

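Circularized chromosome conformation capture (4C) records which restriction fragments were ligated to 1 bait fragment in crosslinked nuclei. Here the bait lay at the *Ikzf1* promoter, at 11583520 on chromosome 11 of NCBI37 (mm9). The DN3 and ES profiles were re-derived from 1 library each, and the published DP library was not analysed here. The paper's Results describe the DN3 cells as CD44+CD25+, while the sample labels describe a low level of CD44. Its Methods give a sort for APC-negative, PE-positive cells but list PE for both the CD44 and the CD25 antibody. ES cells were of the J1 line, and their nuclei were permeabilized with less SDS and at a lower temperature than those of DN3 cells. After digestion with DpnII, ligation, a digestion with Csp6I and circularization, the authors amplified the bait's partners by PCR, trimmed the bait sequence, and mapped the reads to mm9 with Bowtie. They deposited the number of reads on each DpnII fragment of chromosome 11, without normalization. The 295446 fragment positions are midpoints of the DpnII fragments of this build. The DN3 library held 1788106 reads on 7631 fragments, and the ES library 3448437 reads on 10312 fragments. Outside 15 kb of the bait, there were 1525273 reads in DN3 and 3095991 in ES. Counts were quantile normalized across both libraries and averaged over a running window of 21 fragments, as Fig 2B plots them. The signal of each enhancer was then the mean over the fragments within 10 kb of the centre of its DHS. IkE+5 lies within 15 kb of the bait and was left out. With 1 library per condition there were no replicates, so no p-value or SD can be given. Bootstrap intervals were drawn over the fragments of a window, and exact (Clopper-Pearson) intervals of read shares cover counting error only, since PCR copies carried no molecular identifiers.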

To directly demonstrate the interaction between IkE120 and *Ikzf1* promoter we analyzed published 4C-sequencing (4C-seq) experiments in primary DP thymocytes [56] along with newly generated 4C-seq data in primary CD44^+^CD25^+^ DN thymocytes (DN3) and non-expressing embryonic stem cells (ES), using the *Ikzf1* promoter as the viewpoint (Fig 2B). 

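Within 10 kb of IkE120 (DHS from 11464295 to 11464600 on chromosome 11 of mm9), the mean running mean signal was 2641 in DN3 and 1163 in ES cells. The log2 ratio of DN3 to ES was 1.18, with a 95% bootstrap interval of 0.81 to 1.57. Of the reads outside 15 kb of the bait, 6.85% (95% interval 6.81% to 6.89%) fell in this window in DN3 and 2.18% (2.16% to 2.20%) in ES. Over an interval of 8 DHSs upstream of *Ikzf1*, from 11406270 to 11469761, which leaves out IkE25 and the DHS from 11579095, the signal was 1686 in DN3 and 867 in ES, a log2 ratio of 0.96 (0.73 to 1.24). This interval took 15.3% of the DN3 reads and 5.84% of the ES reads. The log2 ratio was 0.73 (0.41 to 1.29) at IkE155 and 0.47 (0.05 to 0.99) at IkE180. At IkE25 it was 0.21 (-0.23 to 0.46) and at IkE+15 0.12 (-0.15 to 0.45), and both intervals include 0. These values depended on the scaling, and without quantile normalization, when counts were scaled to the reads outside 15 kb of the bait (RPM), they were 0.69 and 0.57, above their intervals. With the running mean taken before quantile normalization, IkE+15 gave -0.30, below its interval. Among the 24 tiles of 20 kb within 250 kb of the bait, 1 had a larger log2 ratio than IkE120, and the median tile was at 0.20. The former, from 11443521 to 11463520 at 1.20, overlaps the IkE120 window and is no separate site. Among the 98 tiles within 1 Mb, 2 were larger than IkE120. Their median was -2.43, as ES reads covered more of the distal fragments. The ratio at IkE120 moved most, to -0.032, when it was only counted whether a fragment was covered. This left no difference to measure, since 45 of the 47 fragments had reads in DN3 and 46 of 47 in ES. Among the alternatives that kept the counts, it moved most, to 1.68, in RPM. With the running mean taken first, the log2 ratio at IkE180 was 0.049. The paper sets the signal of the thymic cells against that of the ES cells, which do not express *Ikzf1*, to reason that the contact is specific.

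**Figure D1:**
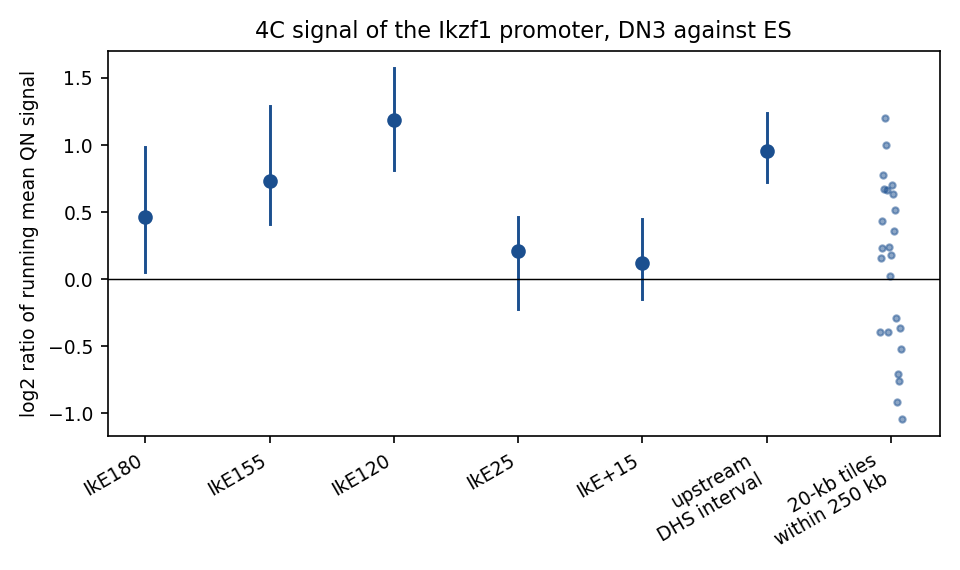
The log2 ratio of running mean quantile normalized (QN) 4C signal of DN3 to ES cells at 5 enhancers and over the upstream interval of 8 DHSs, with 95% bootstrap intervals over fragments as bars. The small points are the 24 tiles of 20 kb within 250 kb of the bait, around a median of 0.20, and IkE120 stands at 1.18.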

The *Ikzf1* promoter specifically interacted with the upstream super-enhancer in thymic cells but not ES cells, and displayed a strong interaction with the IkE120 enhancer.

**Fig 2:**
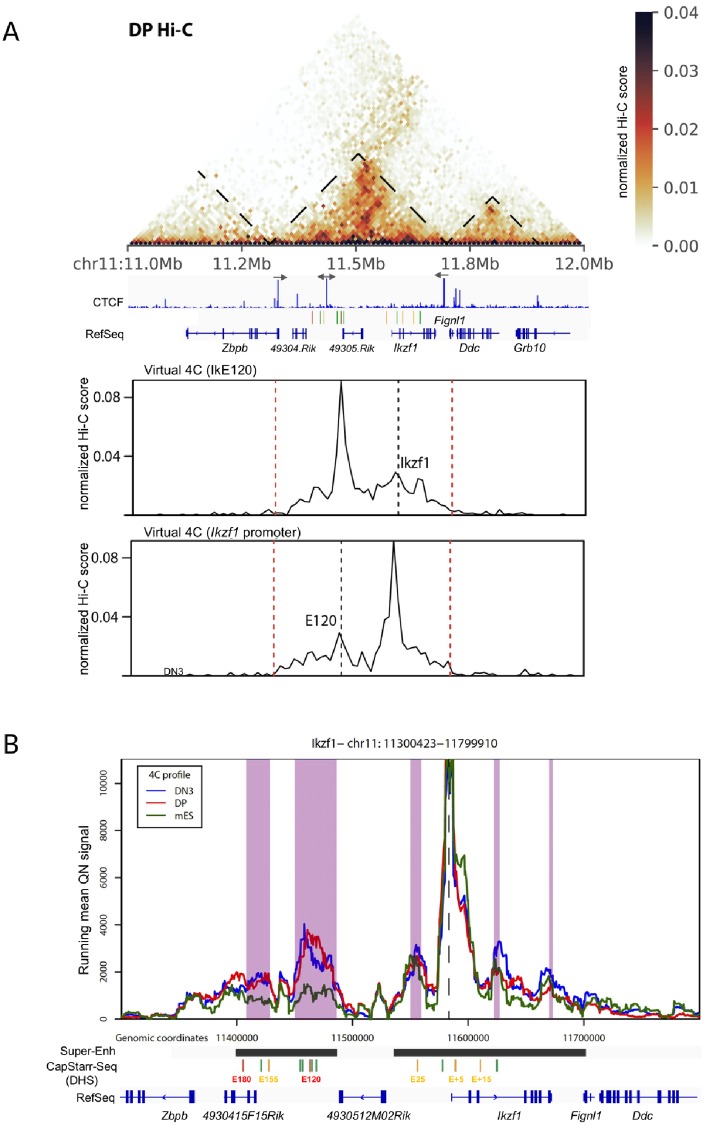
3D topology of the *Ikzf1* locus. (A) Hi-C view of primary DP thymocytes around the *Ikzf1* locus (top panel). TAD boundaries are shown. The orientation of the main CTCF peaks in primary DP thymocytes is displayed. Virtual 4C plots corresponding to the Hi-C interactions with the *Ikzf1* promoter or the E120 enhancer are shown in the bottom panels. (B) 4C-seq analysis of *Ikzf1* promoter interactions. Running mean (window of 21 fragments), quantile normalized 4C-seq profiles are shown from the *Ikzf1* promoter bait (dotted line) for primary DN3 (blue) and DP (red) thymocytes and mouse ES cells (green). Locations of genes and the six regions with enhancer activity in CapStarr-seq are shown below the plot. Conserved called interactions with thymic cells are highlighted in purple.

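The calls were re-derived in each library alone after the approach of peakC. A background that falls with distance was fitted on each side of the bait, and runs of fragments were called where the running mean of 21 fragments exceeded it by set multiples of the interquartile range. In DN3, 23 runs were called within 1 Mb of the bait. A run of 22 fragments from 11455180 to 11464437 overlapped the IkE120 window, and no other enhancer window held a call. The same code called a window at this distance in 23% of 100 simulated profiles without a raised window. Whether this rate holds here is not known, as more fragments were covered in those profiles than in the libraries. Of the DN3 runs, 7 were just 1 window long, as an isolated covered fragment gives, and 2 lay in the region plotted in Fig 2B. In ES, 9 runs were called, 0 of them in that region or at an enhancer. With the background fitted within 500 kb of the bait, calls appeared in ES at 2 enhancers, IkE155 and IkE120, the latter on 2 fragments against 32 fragments in DN3.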

To further interrogate how IkE120 enhancer relates to *Ikzf1* expression, we compared *Ikzf1* expression (RNA-seq) and chromatin accessibility (ATAC) at IkE120 enhancer using a comprehensive resource of hematopoietic cells from the ImmGen consortium [50, 51] (S2A Fig; representative examples are shown in S2B Fig). The IkE120 enhancer displayed the highest ATAC-seq signal in a subset of hematopoietic cells expressing moderated levels of *Ikzf1* expression, including T and B cell precursors and hematopoietic stem cells (HSC). In contrast, hematopoietic cells expressing high levels of *Ikzf1*, such as NK, γδ and mature CD4+ T cells, displayed a weak ATAC-seq signal at IkE120. Stroma cells that did not express *Ikzf1* were not associated with ATAC-seq peak at IkE120. These observations suggest that the IkE120 enhancer might play a preferential role in the expression of the *Ikzf1* gene in lymphoid precursors.

In conclusion, the IkE120 enhancer, displayed one of the strongest enhancer activities within the *Ikzf1* locus, was found to be associated with key lymphoid transcription factors and directly interacted with the *Ikzf1* promoter. While the regulatory elements within the *Ikzf1*-overlapping super-enhancer have been extensively studied [39, 41], the upstream super-enhancer harboring the IkE120 enhancer has remained unexplored. We, therefore, decided to further explore the functional role of this enhancer within its endogenous context.

### Deletion of the *Ikzf1* enhancer IkE120

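The upstream sgRNA, CAAGAAGAGAGATCAACGCA, matches chromosome 11 of mm9 from 11464292 to 11464311 on the plus strand and is followed by the PAM TGG. The oligonucleotide listed for the downstream sgRNA, ACTGTTATAGGCTTTTCCAG, matches from 11464591 to 11464610, and a PAM, AGG, is found on the minus strand, so that the guide reads CTGGAAAAGCCTATAACAGT. The reference sequence from 11464282 to 11464324 is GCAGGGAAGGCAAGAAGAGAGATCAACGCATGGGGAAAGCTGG, and from 11464578 to 11464620 it is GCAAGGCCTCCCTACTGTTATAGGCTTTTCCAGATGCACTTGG. Cuts 3 bp from each PAM would remove the bases from 11464309 to 11464593, a length of 285 bp. They would shorten the product of the detection primers from 616 to 331 bp. The paper gives 305 bp for the deletion, and its sequenced junction in Fig 3C was not read here. The deleted sequence lies in an intron of Gm11998 in the GENCODE annotation of this build. The start of *Ikzf1* is 120.4 kb away from the DHS, at 11585006. The 4C libraries carry the genotype that their labels give. The DpnII fragment that lies whole inside the deletion, from 11464326 to 11464550, had 193 reads in DN3 thymocytes, 1274 in ES cells, 1922 in unstimulated and 366 in PMA/ionomycin-stimulated wt P5424 cells, and 0 in both ΔIkE120 libraries, which allows up to 3 reads. The next fragment, from 11464550 to 11465211, keeps its right end but loses its left DpnII site to the deletion. It had between 1860 and 4453 reads in the other 4 libraries and 0 in both ΔIkE120 libraries.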

We used CRISPR/Cas9 technology to delete the IkE120 genomic region in the P5424 cell line, encompassing 305 bp covering the DHS site and the six transcription factor binding sites (ΔIkE120) (Fig 3A). Homozygous deletion of IkE120 was assessed by qualitative PCR and Sanger sequencing (Fig 3B and 3C). Note that the P5424 cell line was a valid model to study the endogenous IkE120 enhancer as the enhancer was highly enriched in H3K27ac in these cells and was associated with enhancer RNA (eRNA) expression (Fig 3D). In particular, expression of both *Ikzf1* and associated eRNA can be induced by the treatment of P5424 cells with PMA/ionomycin, which partially mimics T cell differentiation and β-selection [45](Fig 3D and S3 Fig).

**Fig 3:**
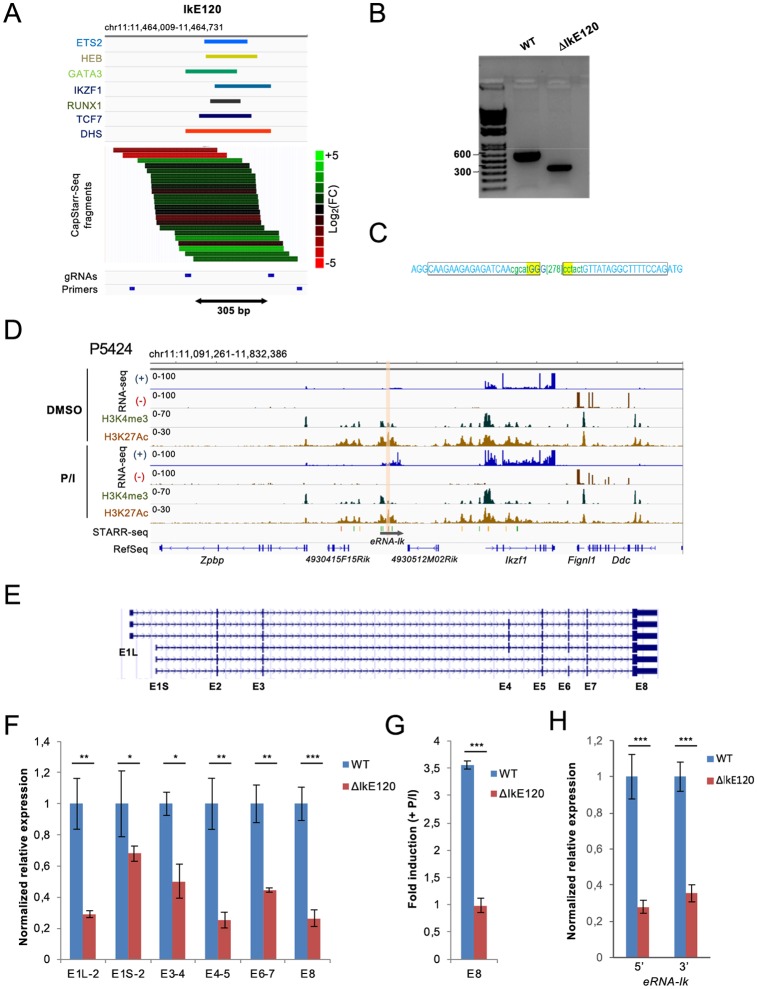
Deletion of the IkE120 enhancer. (A) Genomic tracks showing the binding peaks of the indicated transcription factors overlapping the IkE120 enhancer in primary DP thymocytes as well as the enhancer activity of individual clones assessed by the CapStarr-seq assay in P5424 cells. The color scale indicates the enhancer activity as a Log_2_ fold change of the CapStarr-seq signal over the input. The two sgRNAs used to delete the enhancer and primers to detect the deletion are also shown. (B) PCR analyses of IkE120 deletion in the P5424 cell line. (C) Sanger sequencing results from deletion junctions amplified from the genomic DNA of the targeted ΔIkE120 clone. The rectangles represent the position of the sgRNA. The deleted region is indicated in the bracket. (D) Genomic tracks for RNA-seq and ChIP-seq around the *Ikzf1* locus in P5424 cells stimulated or not with PMA/ionomycin (P/I). The IkE120 enhancer is highlighted. The scale of the RNA-seq tracks has been adjusted to visualize the non-coding transcripts overlapping the IkE120 enhancer (a screenshot with unmodified scales for the *Ikzf1* gene is shown in S3 Fig) (E) UCSC genome browser showing the transcripts isoforms of the *Ikzf1* gene found in RefSeq. (F) RT-qPCR analyses of *Ikzf1* expression at the indicated exon-exon junctions in wt and ΔIkE120 P5424 cells. Values represent relative expression as compared with wt samples. (G) Fold induction of *Ikzf1* expression (exon 8) after treatment with PMA and ionomycin of P5424 cells. (H) Relative expression of the non-coding transcripts (eRNA) overlapping the IkE120 enhancer in ΔIkE120 cells as compared with wt P5424 samples. Two sets of primers surrounding the IkE120 deleted region were used. In panels F-H, each point represents the means of three independent experiments normalized by the *Rpl32* housekeeping gene. Statistical significance was assessed by Student’s t-test (unpaired, two-tailed) from 3 biological replicates (***P < 0.001, **P < 0.01, *P < 0.1). Error bars represent standard deviation.

Based on RefSeq annotation, the *Ikzf1* locus harbors 6 transcript isoforms (Fig 3E), which might play different regulatory functions [34–38]. We assessed the effect of Ik120 deletion on different exon-exon junctions encompassing all annotated *Ikzf1* transcripts by reverse transcription quantitative PCR (RT-qPCR) analyses in wild-type (wt) and ΔIkE120 P5424 cells (Fig 3F). The expression of the common 3’ UTR Exon 8 (E8) was decreased four-fold in the ΔIkE120 clone with respect to wt cells. Same results were observed for transcripts encompassing exons E4-E5, while those encompassing E3-E4 and E6-E7 were decreased only two-fold in the ΔIkE120 cells (Fig 3F). We also assessed promoter usages by quantifying the transcripts initiating from either E1L or E1S (Fig 3F). Transcripts originating from both promoters were significantly reduced, although the most upstream promoter appeared to be more affected (Fig 3F).

The deletion of the Ik120 enhancer completely inhibited the upregulation of *Ikzf1* by PMA/ionomycin treatment (Fig 3G). The Ik120 enhancer is associated with an eRNA transcript (hereafter eRNA-Ik), whose expression is correlated with *Ikzf1* induction in P5424 cells and during the DN to DP transition [45](Fig 3D). As expected, the expression of the eRNA-Ik transcript was strongly reduced in ΔIkE120 cells (Fig 3H).

In conclusion, the Ik120 enhancer appears to similarly regulate the different *Ikzf1* isoforms and is particularly required for the induction of the *Ikzf1* gene after cell stimulation.

### Deletion of IkE120 affects local epigenomic profiles

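Chromatin immunoprecipitation of H3K27ac, a histone mark of active enhancers and promoters, was sequenced from 1 library of wt and 1 of ΔIkE120 P5424 cells, a mouse T cell precursor line. The authors deposited 1 list of broad peaks per library, with the fold enrichment and the -log10 q-value that their peak caller gave each peak. The paper's text does not name the peak caller. The peaks are in coordinates of GRCm38 (mm10), since on several chromosomes they extend beyond the ends of mm9. Read counts or coverage were not analysed here, so the sequencing depth of these libraries is unknown, and only the extent of the called peaks can be compared. The wt list held 34553 peaks over 25189952 bp, with a median length of 603 bp. The ΔIkE120 list held 29902 peaks over 22143580 bp, with a median length of 628 bp, so that the bases called were 0.879 of those in wt. At least 1 base of 74.4% of the wt peaks was overlapped by a ΔIkE120 peak, and 86.4% of the ΔIkE120 peaks were overlapped by a wt peak. The peaks without an overlap were the weaker ones of each list. Their median -log10 q was 2.15 in wt, against 5.79 for the overlapped peaks, and 2.04 against 5.39 in ΔIkE120 cells. When the same number of top-scoring peaks was taken from each list, 81.4% of the wt and 82.3% of the ΔIkE120 peaks overlapped.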

To assess whether IkE120 deletion affects the epigenomic profile of the *Ikzf1* locus we performed ChIP-seq experiments to assess H3K27ac profiles. As shown in Fig 4A, the deletion of IkE120 resulted in decreased levels of H3K27ac around the deleted enhancer region and to a lesser extent around the *Ikzf1* promoter, while H3K27ac at the promoter of the neighbor *Zpbp* gene was not affected. 

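IkE120 lies from 11564323 to 11564574 on chromosome 11 of mm10. In wt cells, 1 H3K27ac peak from 11563705 to 11565348 covered it. In ΔIkE120 cells, the nearest peak ran from 11564652 to 11565363 and began 78 bp to the right of this interval. Within 5 kb of IkE120, 2029 bases were covered by peaks in wt and 712 in ΔIkE120, a ratio of 0.351. Windows of the same length around other wt peaks with a similar number of covered bases give the spread of this ratio between the lists. Of 7222 such windows, 59 (0.817%) had a ratio this low, and the median was 0.923 (interquartile range 0.805 to 1.01). The deletion itself removes bases to which reads could map. Within 10 kb of IkE120, 5332 bases were covered in wt and 3205 in ΔIkE120. By the authors' values, the fold enrichment was 2.58 (-log10 q of 9.83) for the wt peak and 3.74 (11.99) for the shorter peak of ΔIkE120 cells. Within 2.5 kb of the *Ikzf1* start at 11684962, 1 peak per library covered 2332 bases in wt and 2125 in ΔIkE120, a ratio of 0.911. Of 3278 matched windows around wt peaks, 45.1% had a ratio this low or lower. The authors' fold enrichment of this peak was 2.18 (-log10 q of 10.55) in wt and 2.45 (11.61) in ΔIkE120. The median over all peaks was also higher in ΔIkE120, at 3.16 against 3.04 in wt. Such values come from separate lists and from peaks of unlike length, so they do not measure a change in signal. Over the whole *Ikzf1* gene, 7219 bases were covered in wt and 7616 in ΔIkE120 cells. At *Zpbp*, within 2.5 kb of the start at 11464223, 1019 bases were covered in wt and 1074 in ΔIkE120, a ratio of 1.05, and 73.1% of 10924 matched windows were at or below it. This peak lay inside the gene as RefSeq bounds it, 1482 bp from the RefSeq start in wt and 1427 bp in ΔIkE120. GENCODE gives a start at 11362411 in mm9, which was not converted to this build. Whether the peak lies at that start was not examined. Between the *Zpbp* start and *Ddc*, the covered bases were 23892 in wt and 19660 in ΔIkE120, a ratio of 0.823. From Fig 4A, the paper reports lower H3K27ac around the deleted enhancer, and a smaller decrease around the *Ikzf1* promoter. Taking H3K27ac and 3D topology together, it concludes that IkE120 contributes to localized epigenetic marking.

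**Figure D2:**
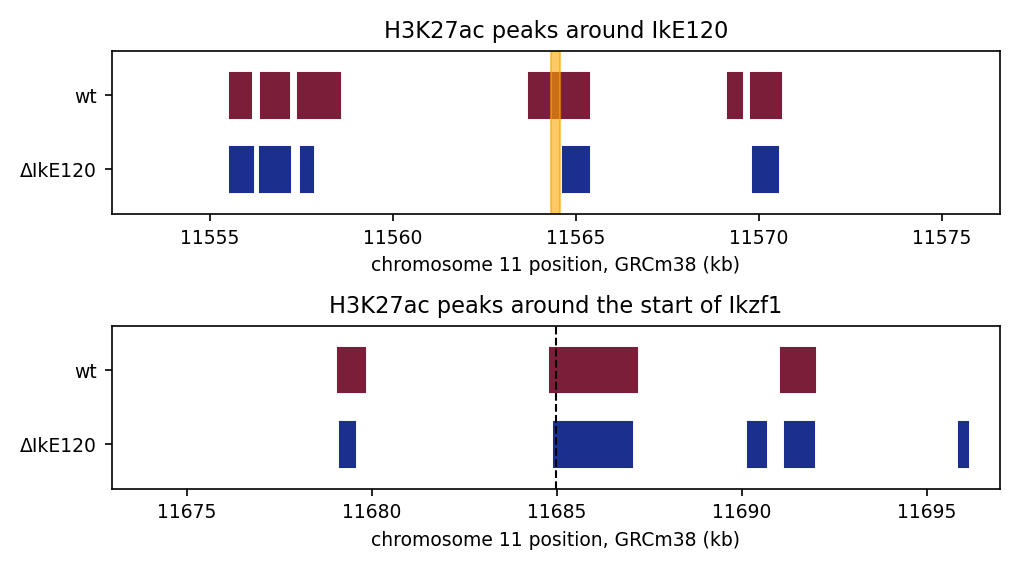
H3K27ac peaks as the authors called them in wt and ΔIkE120 P5424 cells, around IkE120 (orange band) and around the start of *Ikzf1* (dashed line), along chromosome 11 of GRCm38 in kb. The wt peak over IkE120 spans 1644 bp and the ΔIkE120 peak beside it 712 bp, while the peak at the *Ikzf1* start spans 2332 bp in wt and 2125 bp in ΔIkE120.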

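Promoters were examined as the 1 kb on either side of the start of 18392 protein-coding genes, the 84.0% of the 21900 in the RefSeq annotation of GRCm38 whose strand could be taken from GENCODE by symbol. A wt peak was found at 8434 promoters, or 45.9% (95% exact binomial interval 45.1% to 46.6%), and a ΔIkE120 peak at 8313, or 45.2% (44.5% to 45.9%). Both lists had a peak at 8229 promoters and neither at 9874. A peak in wt alone was found at 205 promoters (1.11%) and in ΔIkE120 alone at 84 (0.457%). The wt peaks of the former had a median -log10 q of 2.66, against 12.7 at promoters with a peak in both. When only the peaks at or above the median -log10 q of each list were used, 319 promoters had a peak in wt alone and 158 in ΔIkE120 alone. With the same number of top-scoring peaks from each list, these counts were 159 and 123. Such counts describe the presence of called peaks and not their height, which S4 Fig averages.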

Besides, IkE120 deletion did not result in global changes of H3K27ac at gene promoters (S4 Fig). 

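The P5424 profiles came from 4 libraries, 1 for each genotype in each state, made with the same bait and enzymes as in thymocytes and deposited in the same form. Stimulation was with 20 μg/ml of PMA and 0.5 μg/ml of ionomycin for 6 h. The libraries held 2025891 reads in wt unstimulated, 1756688 in wt stimulated, 3943018 in ΔIkE120 unstimulated and 2721320 in ΔIkE120 stimulated cells. Outside 15 kb of the bait the counts were 1742231, 1526128, 3342473 and 2178345 reads in the same order, on 6577, 5550, 6894 and 7387 covered fragments over the whole chromosome. A covered fragment held between 308 and 572 reads on average. Beside the bait, 2 fragments that some of the files do not list were taken out of all libraries. Quantile normalization was across the 4 P5424 libraries, as Fig 4B shows them together. Since PCR copies cannot be told from separate ligation events without molecular identifiers, differences were set against the bootstrap over fragments and against the 20-kb tiles around the bait, not against the narrow binomial intervals of the read shares.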

We next performed 4C-seq experiments using the *Ikzf1* promoter as a viewpoint in wt and ΔIkE120 P5424 cells in normal and stimulated conditions (Fig 4B). The genomic interactions observed in wt and mutant P5424 cells were very similar to the interactions observed in primary thymocytes (see Fig 2). Furthermore, no differences were observed between the wt and mutant cells, suggesting that IkE120 is not absolutely required for the establishment of the genomic interaction between the 5’ super-enhancer and the *Ikzf1* promoter (Fig 4B). 

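Profiles were compared across the 98 tiles of 20 kb within 1 Mb of the bait, after quantile normalization over all 6 libraries. Tiles are not replicates, and all profiles share the fall of signal with distance. Pearson's r of unstimulated wt P5424 cells was 0.977 with DN3 (Spearman's rho 0.842) and 0.855 with ES cells (0.727). In unstimulated ΔIkE120 cells it was 0.987 with DN3 (0.844) and 0.847 with ES (0.862), so that the rank correlation did not place DN3 above ES here. In stimulated cells, r with DN3 and ES was 0.950 and 0.798 for wt, and 0.967 and 0.848 for ΔIkE120. Over tiles more than 200 kb from the bait, a range chosen after seeing the data, r with DN3 was 0.935 for wt and 0.971 for ΔIkE120 cells, and r with ES was 0.602 and 0.614.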

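Between the genotypes, the 20-kb tiles gave an r of 0.982 in unstimulated and 0.980 in stimulated cells, with a Spearman's rho of 0.818 and 0.797. Over the upstream interval of 8 DHSs, the log2 ratio of ΔIkE120 to wt was 0.10 (95% bootstrap interval -0.18 to 0.34) in unstimulated and 0.05 (-0.20 to 0.29) in stimulated cells. At IkE120, the running mean signal in unstimulated cells was 3488 in wt and 3910 in ΔIkE120, a log2 ratio of 0.16 (-0.19 to 0.50). In stimulated cells it was 3661 in wt and 3163 in ΔIkE120, a ratio of -0.21 (-0.50 to 0.14). At IkE180, the ratio was 0.46 (0.25 to 0.98) in unstimulated cells, where 3 of the 24 tiles within 250 kb had larger ratios, and 0.03 (-0.18 to 0.45) in stimulated cells. IkE25 gave -0.06 (-0.46 to 0.32) without and 0.39 (0.07 to 1.13) with stimulation. In the latter, 5 of these tiles, among them the tile that contains the IkE25 DHS, had larger ratios. The other intervals, at IkE155 and IkE+15, include 0 in both states. Across the 4 libraries, the highest signal was 1.24 times the lowest at IkE120, 1.78 times at IkE180 and 1.10 times over the upstream interval. When the running mean was taken before quantile normalization, the unstimulated ratio at IkE120 moved to -0.075, inside its interval. The IkE120 window includes fragments that the deletion removes or cuts. With these left out, the ratio was 0.26 in unstimulated and -0.12 in stimulated cells, each inside its interval. From the similar profiles, the paper proposes that IkE120 is not absolutely required for the 5′ super-enhancer to contact the promoter.

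**Figure D3:**
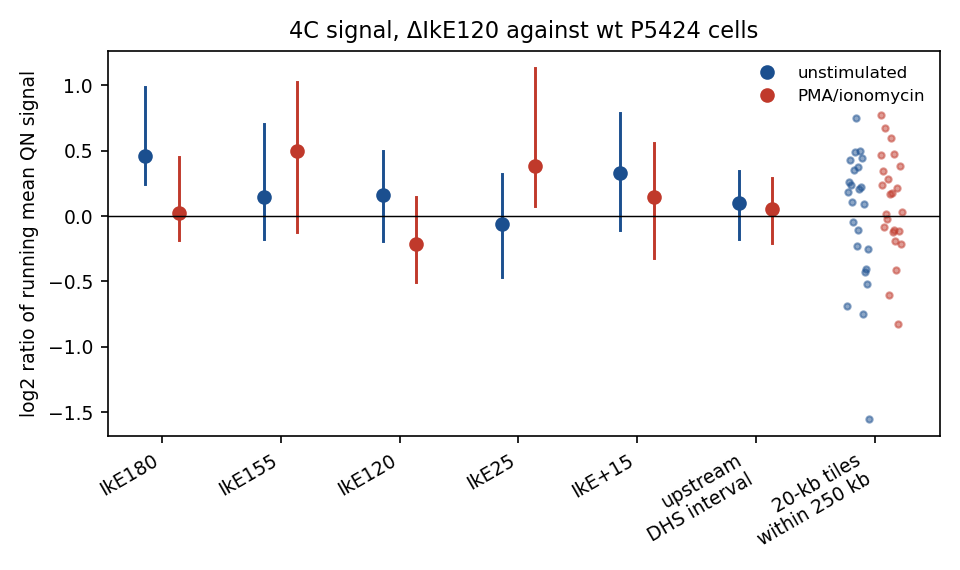
The log2 ratio of running mean quantile normalized (QN) 4C signal of ΔIkE120 to wt P5424 cells, in unstimulated (blue) and PMA/ionomycin-stimulated (red) cells, at 5 enhancers and over the upstream interval, with 95% bootstrap intervals over fragments as bars. Small points are the 24 tiles within 250 kb of the bait. At IkE120 the values are 0.16 and -0.21, on both sides of 0.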

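In wt P5424 cells, the signal at IkE180 was 1379 without and 2418 with stimulation, a log2 ratio of 0.81 (95% bootstrap interval 0.41 to 1.37). The share of reads in this window was 2.27% (2.25% to 2.29%) without and 3.45% (3.42% to 3.48%) with stimulation. Of the 24 tiles within 250 kb of the bait, 1 changed more in this direction, and the median tile fell by 0.22. The former, from 11403521 to 11423520 at 0.815, contains the IkE180 DHS and is no separate site. At IkE120 the log2 ratio of stimulated to unstimulated wt cells was 0.07 (-0.28 to 0.43). It was -0.32 when RPM replaced quantile normalization, where the share of reads was 8.81% without and 6.98% with stimulation. At IkE155 the log2 ratio was 0.00 (-0.52 to 0.72), at IkE25 -0.45 (-1.18 to -0.08) and at IkE+15 0.34 (0.03 to 0.79).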

Curiously, the promoter-IkE120 interaction is equivalent in normal and stimulated P5424 cells, whereas the interaction with IkE180 appears to increase slightly on *Ikzf1* upregulation during stimulation. Such findings are consistent with previous studies suggesting that some promoter-enhancer interactions are concomitant with transcriptional induction whereas others are formed prior to gene expression regulation [63]. 

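In ΔIkE120 cells, stimulation raised the signal at IkE180 from 1897 to 2461, a log2 ratio of 0.38 (95% bootstrap interval 0.04 to 0.66). Of the 24 tiles within 250 kb, 3 rose more, among them the tile from 11403521, which contains the IkE180 DHS. At IkE120 the log2 ratio was -0.31 (-0.49 to -0.08), and 17 of the 24 tiles had larger values. At IkE155 it was 0.35 (0.01 to 0.56), at IkE25 -0.01 (-0.27 to 0.34) and at IkE+15 0.15 (-0.16 to 0.52). The change with stimulation in ΔIkE120 minus that in wt was -0.43 at IkE180 (bootstrap interval -0.99 to -0.05), -0.38 at IkE120 (-0.76 to 0.04) and 0.44 at IkE25 (0.12 to 1.23). The interval of this difference includes 0 at IkE155, IkE+15 and over the upstream interval. At IkE180 the difference stems from the unstimulated signals, 1379 in wt and 1897 in ΔIkE120, since the stimulated ones were 2418 and 2461. With a window of 20 kb on either side, the log2 ratios at IkE180 were closer, at 0.56 in wt and 0.40 in ΔIkE120. With 1 library per genotype and state, it was not tested whether such differences exceed those between replicates. The dynamics that the paper describes are a contact with IkE120 that is equivalent in both states and a contact with IkE180 that appears to increase slightly.

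**Figure D4:**
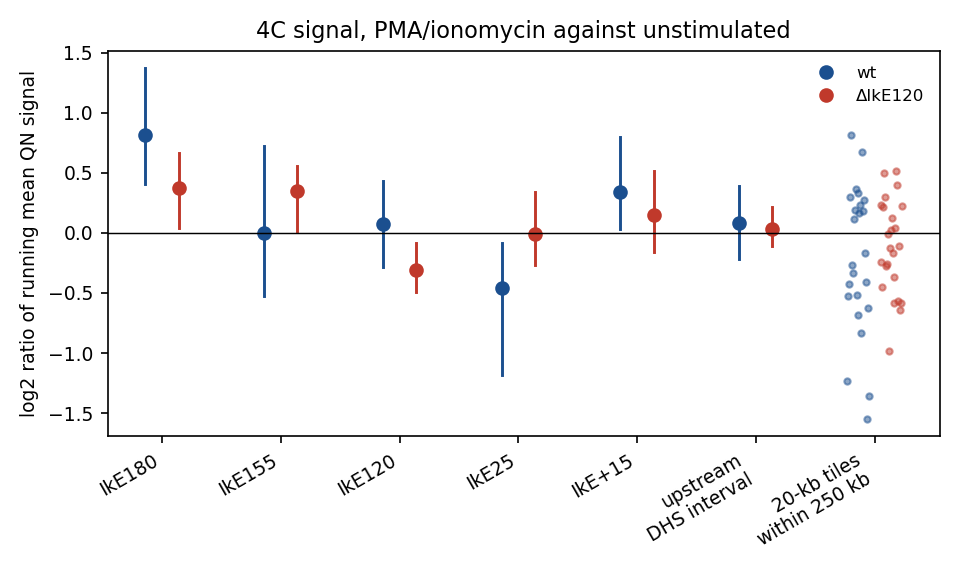
The log2 ratio of running mean quantile normalized (QN) 4C signal with PMA/ionomycin to without, in wt (blue) and ΔIkE120 (red) P5424 cells, at 5 enhancers and over the upstream interval, with 95% bootstrap intervals over fragments as bars. Small points are the 24 tiles within 250 kb of the bait. IkE180 lies above 0 in both, at 0.81 and 0.38.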

Despite an overall reduction in *Ikzf1* expression and a complete loss of response to stimulation on IkE120 deletion, these topology dynamics are unchanged by the deletion. Overall, the IkE120 enhancer does not have a wide-spread influence on H3K27 acetylation and 3D topology of the locus, but rather contribute to localized epigenetic marking. This suggest that others regulatory elements within the 5’ super-enhancer are required to ensure the interaction with the *Ikzf1* promoters. Such role might be played by the DHS bound by CTCF upstream of the IkE120 enhancer (Figs 1A and 2A), which also corresponds to the 5’ border of influence of IkE120 on H3K27ac (Fig 4A).

**Fig 4:**
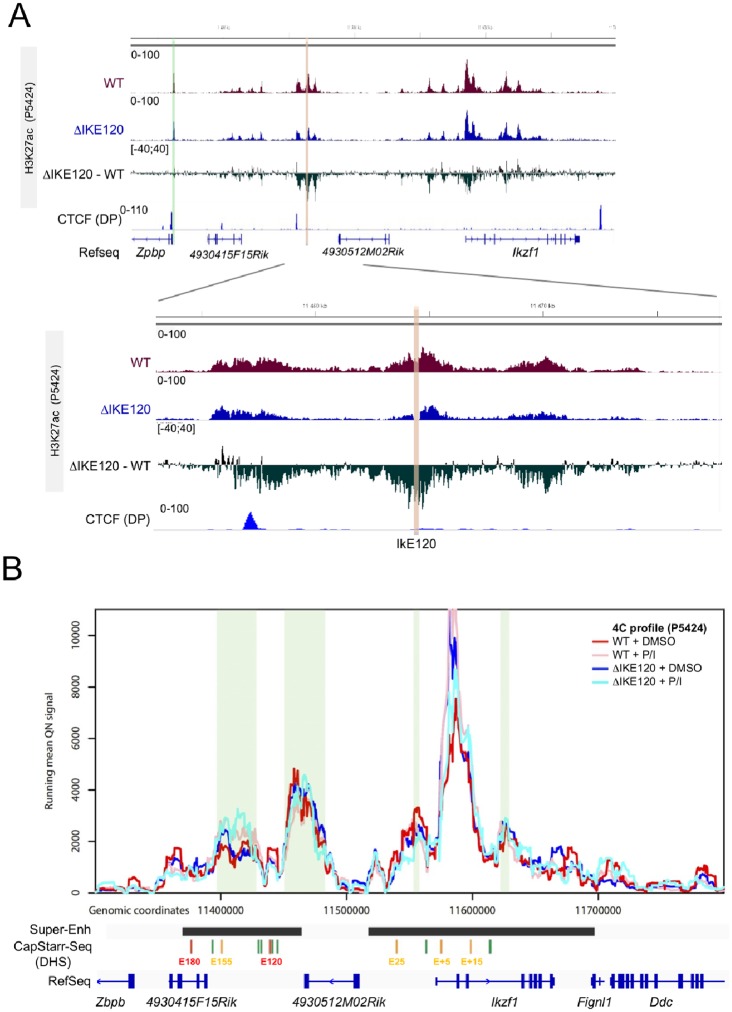
Epigenomic impact of IkE120 deletion. (A) The H3K27ac ChIP-seq at the *Ikzf1* locus (top) and around the IkE120 enhancer (bottom) in wt and ΔIkE120 P5424 cells are shown as individual tracks and as the differential signal between wt and ΔIkE120 cells. The genomic track of CTCF ChIP-seq in primary DP thymocytes is also shown. H3K27ac The IkE120 deleted region is highlighted in red and the promoter region of the neighbor *Zpbp* gene is highlighted in green. (B) Running mean (window of 21 fragments), quantile normalized 4C-seq profiles are shown from the *Ikzf1* promoter bait for wt unstimulated (red), wt stimulated (pink), ΔIkE120 unstimulated (blue) and ΔIkE120 stimulated P5424 cells. Locations of genes and the six regions with enhancer activity in CapStarr-seq are shown below the plot. Conserved called interactions are highlighted in green.

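Called in the same way as in thymocytes, runs at IkE120 appeared in each of the 4 P5424 libraries. They covered 49 fragments from 11453074 to 11473545 in wt unstimulated, 41 fragments from 11455558 to 11473169 in wt stimulated, 44 fragments from 11454367 to 11473796 in ΔIkE120 unstimulated and 18 fragments from 11458215 to 11471662 in ΔIkE120 stimulated cells. No other enhancer window held a call. The rate of 23% in simulated profiles without a raised window limits these calls as it does those in thymocytes. With the threshold on the ratio to the background raised to 1.5 interquartile ranges, the ΔIkE120 stimulated library had 0 calls at IkE120. With the background fitted within 500 kb of the bait, IkE180 was also called in stimulated cells of both genotypes, and with a running window of 41 fragments in stimulated wt cells.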

## Conclusion

Integrative analyses of high-throughput reporter assays, chromatin structure and, 3D topology identified a strong enhancer (IkE120) associated with the *Ikzf1* gene. The deletion of the IkE120 enhancer using CRISPR/Cas9 technology demonstrated a critical role of this enhancer in controlling the expression of the *Ikzf1* gene. However, the IkE120 enhancer has a modest impact on the chromatin structure and 3D topology of the locus, highlighting the complexity of the regulatory landscape regulating the *Ikzf1* locus.

## Supporting information

S1 Fig A) Conservation of Ikzf1 enhancers across mammalian species. Detailed view of the IkE120 enhancer conservation is indicated at the bottom panel. B) H3K27ac tracks at the indicated human T cell precursors and Hematopoietic Stem Cells (HSC). The position of the human orthologous regions of the *Ikzf1* enhancers are indicated.
(PDF) Click here for additional data file.

S2 Fig A) Comparison between *Ikzf1* expression and IkE120 chromatin opening in the hematopoietic lineages as indicated. Normalized RNA-seq and ATAC-seq data was retrieved from the ImmGen portal (http://www.immgen.org). B) ATAC-seq signal around the IkE120 enhancer (Left panel; signal scale was set to 5) and Ikezf1 expression (right panel) at selected hematopoietic samples.
(PDF) Click here for additional data file.

S3 Fig Genomic tracks at the *Ikzf1* gene for the RNA-seq in P5424 cells stimulated or not with PMA/ionomycin(P/I). (PDF) Click here for additional data file.

S4 Fig Average profiles and heatmaps of H3K27ac centered on the TSS of coding genes in wt and ΔIkE120 P5424 cells. (PDF) Click here for additional data file.

S1 Table Primer sequences for CRISPR. (PDF) Click here for additional data file.

S2 Table Primer sequences for RT-qPCR. (PDF) Click here for additional data file.

S3 Table Information about published datasets used in this study and downloaded from the NCBI Gene Expression Omnibus. (PDF) Click here for additional data file.

S4 Table List of DHSs associated with Ikzf1. The enhancer activity as assessed by CapStarr-seq in the P5424 cell line is indicated.
(PDF) Click here for additional data file.

S1 Raw images Original gel image corresponding to Fig 3B. Lanes not included in the final figure were marked with an “X”. TrackIt 1 Kb Plus DNA Ladder (Thermo Fisher) was used as DNA ladder.
(PDF) Click here for additional data file.

# Supplementary material for: Integration of high-throughput reporter assays identify a critical enhancer of the Ikzf1 gene
**Source:** PLoS One. 2020 May 26;15(5):e0233191. doi: 10.1371/journal.pone.0233191
**Supplement:** S1 Table

**S3 Table. Primer sequences for CRISPR**

| Sequence (5' – 3')     | Name                  |
|------------------------|-----------------------|
| C-AAGAAGAGAGATCAACGCA  | gRNA_Ikzf1_Upstream   |
| ACTGTTATAGGCTTTTCCA-G  | gRNA_Ikzf1_Downstream |
| G TTCAGGCAAATTT CAGAGG | Ikzf1_F               |
| CTGGGAGGGTACTACTGCTC   | Ikzf1_R               |

# Supplementary material for: Integration of high-throughput reporter assays identify a critical enhancer of the Ikzf1 gene
**Source:** PLoS One. 2020 May 26;15(5):e0233191. doi: 10.1371/journal.pone.0233191
**Supplement:** S2 Table

**S4 Table. Primer sequences/ RT-qPCR**

| Sequences (5'- 3')-R  | Sequences (5'- 3')-F   | Name         |
|-----------------------|------------------------|--------------|
| GGGATTGGTGACTCTGATGG  | GCTGCTGATGTGCAACAAA    | RPL32        |
| TTGACCCTCATCGACATCCA  | CGCCCCAGGATCATTCTTG    | IKZF1_E1L    |
| TTGACCCTCATCGACATCCA  | TTTGTGTGGCAGAGAGAGACA  | IKZF1_E1S    |
| GCTCATCCCCTTCATCTGGA  | TGGATGTCGATGAGGGTCAA   | IKZF1_E2-E3  |
| CACACTGGTTGCACTGGAAA  | ATCTGTGGGATCGTTTGCATC  | IKZF1_E4-E5  |
| CGCGCTGCTCCTCCTTGAGA  | ACAGCGCAGCGGCCTTATCT   | IKZF1_E8     |
| TTCATGTCTTGCAACCCCTCA | TCCATTTCCCCTGCCATAGTTT | eRNA-Ik (5') |
| AGACACTGAGATGGGAAGGGA | CAAAGGGAGCTGGGGATGAG   | eRNA-Ik (3') |

# Supplementary material for: Integration of high-throughput reporter assays identify a critical enhancer of the Ikzf1 gene
**Source:** PLoS One. 2020 May 26;15(5):e0233191. doi: 10.1371/journal.pone.0233191
**Supplement:** S4 Table — The enhancer activity as assessed by CapStarr-seq in the P5424 cell line is indicated.

**S1 Table. 

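The coordinates of this list are those of mm9. It holds 16 DHSs, which make 13 groups when neighbours less than 100 bp apart are joined, and 6 named enhancers with activity. Against the GENCODE annotation of this build, the strong enhancer IkE180 (11406270 to 11406453) lies in an intron of 4930415F15Rik, 178.6 kb upstream of the first *Ikzf1* start. The weak enhancer IkE155 (11428864 to 11429017) is intergenic, at a distance of 156.0 kb. IkE25 (11557248 to 11557441) lies in an intron of Gm11999, 27.6 kb upstream. IkE+5 consists of neighbouring DHSs in an intron and an exon of *Ikzf1*, the first from 11589984 to 11590137. IkE+15 (11611793 to 11612034) lies in an *Ikzf1* intron, 26.8 kb downstream of the first start.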

List of DHSs associated with Ikzf1.** The enhancer activity as assessed by CapStarr-seq in the P5424 cell line is indicated.

| Coordiantes             | Enhancer activity | Enhancer name |
|-------------------------|-------------------|---------------|
| chr11:11406270-11406453 | strong            | E180          |
| chr11:11421901-11422088 | inactive          |               |
| chr11:11428864-11429017 | weak              | E155          |
| chr11:11455715-11455824 | inactive          |               |
| chr11:11457668-11457851 | inactive          |               |
| chr11:11464295-11464600 | strong            | E120          |
| chr11:11465199-11465308 | inactive          |               |
| chr11:11469533-11469761 | inactive          |               |
| chr11:11557248-11557441 | weak              | E25           |
| chr11:11579095-11579318 | inactive          |               |
| chr11:11589984-11590137 | weak              | E+5           |
| chr11:11590190-11590299 | weak              | E+5           |
| chr11:11611793-11612034 | weak              | E+15          |
| chr11:11625705-11625906 | inactive          |               |
| chr11:11625985-11626168 | inactive          |               |
| chr11:11626256-11626493 | inactive          |               |

How the deposited data were processed for this re-analysis (not part of the article)

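The deposited data were 8 libraries of mouse cells, each the 1 library of its condition. They are 4C-seq from the *Ikzf1* promoter in DN3 thymocytes, ES cells and wt and ΔIkE120 P5424 cells with and without PMA/ionomycin, and H3K27ac ChIP-seq in wt and ΔIkE120 P5424 cells. Conditions were taken from the sample labels and checked against the paper. The stimulation of the ChIP-seq cells is not stated in the paper's text. The published DP 4C library and the RNA-seq, Hi-C, ATAC-seq and CapStarr-seq data of the paper were not analysed here.

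For 4C-seq, the authors trimmed the bait sequence with Sabre, mapped reads to mm9 with Bowtie and deposited read counts per DpnII fragment of chromosome 11, without normalization. Reads on other chromosomes, and reads before counting, were not analysed here. For ChIP-seq, the authors deposited broad peak lists with 9 columns, including a score, a fold enrichment and -log10 p-values and -log10 q-values. The deposited score follows the -log10 q-value of the peak. The paper's text names an input sample but neither the peak caller nor the depth. Only the peak lists were analysed here, so the height of the H3K27ac signal was not compared between genotypes. Peaks were ranked by these values within a list only.

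4C positions matched the midpoints of DpnII fragments of the mm9 reference for all 295446 positions. Beside the bait, the fragments at 11582403 and 11583550 are not listed for ΔIkE120 unstimulated cells, and the latter also not for wt unstimulated cells, so both were dropped from every library. Counts were quantile normalized across the libraries of a panel and smoothed with a running mean of 21 fragments. Enhancer windows reached 10 kb to either side of the DHS centre, and reads within 15 kb of the bait did not enter the shares. Log2 ratios of window means were given 95% intervals from 10000 bootstrap draws of the fragments in a window, before smoothing. These intervals describe the spread between fragments of a pair of libraries, not between cell preparations, and neighbouring fragments are not independent. Binomial intervals of read shares treat PCR copies as independent reads, and whether a ratio changed under an alternative was therefore judged by the bootstrap interval. That choice was made after the alternatives had been seen. A change of sign was counted as such only for ratios whose bootstrap interval left out 0. The comparisons with tiles within 250 kb of the bait were added after the data were examined, because distal tiles held few reads.

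Interactions were called with code written after peakC in its single-profile form, since peakC itself was not run. Counts entered as reads scaled to the total outside 15 kb of the bait (RPM), without quantile normalization. The running mean had to exceed the isotonic background by 1 interquartile range above the upper quartile of the ratio and 1.5 interquartile ranges above that of the difference. Tested on simulated profiles of 5010 fragments, in which signal fell with distance and some fragments had no reads, it called a window raised 4 fold in 100% of 100 profiles, and called the same window in 23% of 100 profiles without such a rise. The simulated profiles had reads on a larger share of fragments than the libraries, where 25.4% to 55.7% were covered within 1 Mb. These rates may therefore not hold for the libraries. Tested on counts drawn from those of the DN3 library over 295444 fragments, a log2 ratio of 1, set in 1 window in each of 200 draws, was recovered at a median of 0.85 (95% of draws from 0.69 to 0.97), so the running mean and the normalization shrink a local change. The overlap of peaks was checked against an exhaustive search with 0 differences over 40 simulated comparisons of lists of 300 peaks.

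Genes and the 4C fragments were annotated with GENCODE M1 on mm9, and the ChIP-seq peaks with RefSeq on GRCm38. Coordinates were not converted between builds. The DHSs of S4 Table are in mm9 and could not be placed among the peaks, except IkE120, whose mm10 position the paper gives. The use of any setting as a test of an explanation, the matched windows around wt peaks and the comparison of low read counts were also chosen after the data were examined. Sites named in the text are the enhancers of the paper, the genes of its figures, up to 3 tiles of 20 kb per direction with the largest change and at least 50 reads, and up to 3 bins of 1 Mb with the most peaks missing from the other list, or more where counts were tied. These rules and the alternatives were set before the data were examined, except where stated. Alternatives were RPM without quantile normalization, normalization across all 6 libraries, the order of smoothing and normalization, windows of 5 kb and 20 kb, capping at the 99th percentile, covered fragments in place of counts, a running mean of 41 fragments, leaving out the fragments of the deletion, and for peaks the peaks at or above the median -log10 q of each list, the same number of peaks from each list, wider flanks and an overlap of 50% of the peak. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.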

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

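The thinning of libraries and the shares of reads on 1 fragment were chosen after the values had been seen. The other settings in this part were set beforehand, but their use as tests of an explanation was chosen afterwards.

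At IkE120, the log2 ratio of stimulated to unstimulated 4C signal had opposite signs in the genotypes, 0.07 in wt and -0.31 in ΔIkE120 cells, a difference of -0.38. Opposite signs were not particular to IkE120 in all settings. At IkE155 they were found in RPM (-0.23 in wt and 0.26 in ΔIkE120) and with a window of 5 kb on either side (-0.20 and 0.51). IkE155 also had them with normalization across all 6 libraries (-0.0046 and 0.32) and with thinned libraries (-0.0046 and 0.34). They were found at IkE25 with capped counts (-0.24 and 0.054) and at IkE+15 with a window of 5 kb (0.29 and -0.011). The bootstrap interval of the difference, -0.76 to 0.04, includes 0, and the difference between the genotypes was not tested, since each has 1 library per state. Quantile normalization may contribute to the opposite signs. Without it, in RPM, both genotypes fell, with a log2 ratio of -0.32 in wt and -0.52 in ΔIkE120. However, both also fell in settings that kept quantile normalization, to -0.042 and -0.11 with the running mean taken first, and to -0.067 and -0.27 with a window of 20 kb on either side. The signs remained opposite when the 4 libraries were thinned to 1707615 reads each (0.070 in wt), when the fragments of the deletion were left out (0.051 in wt) and when counts were capped (0.086 in wt). As each of the wt values other than that in RPM lies within a bootstrap interval that includes 0, library size, lost fragments and a few dominant fragments cannot be told apart from chance as sources of the sign. A genotype-dependent response of the contact stays open and untested.

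Reads far from the bait, outside the region of Figs 2B and 4B, were more frequent in 1 library than in its counterpart, which often had few or none. The tiles with the largest change in each direction of each comparison are given here, by their start on chromosome 11 of mm9. DN3 had 1064 reads in the tile from 10663521, where ES had 596 reads, and ES had 3351 reads in the tile from 12543521, where DN3 had 0. Between genotypes, unstimulated ΔIkE120 cells had 979 reads from 12523521, where wt had 0, and unstimulated wt cells had 655 reads from 10763521, where ΔIkE120 had 84. Stimulated ΔIkE120 cells had 4872 reads from 12263521, where wt had 0, and stimulated wt cells had 190 reads from 10803521, where ΔIkE120 had 7. With stimulation, wt cells had 3625 reads against 8 from 12423521, and 0 against 479 from 10663521. ΔIkE120 cells had 606 reads against 23 from 12043521, and 7 against 584 from 10803521. Such reads may stem from few ligation products copied by PCR. In the median of these 10 tiles, 71.4% of the reads lay on 1 fragment. This decides nothing, because the tiles were chosen for their change and have between 2 and 15 covered fragments, which gives a high share on 1 fragment with or without copying. PCR copies and separate ligation events cannot be told apart here. Real contacts of these libraries with these tiles stay open and were not tested, as each condition has 1 library.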

How the results depend on the processing

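No paired analysis was possible because each condition has 1 library, and for the same reason leaving out a replicate and other splits of the samples were not possible.

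The 30 log2 ratios of 4C signal were recomputed in 260 values. Of these, 237 stayed within the bootstrap interval of the ratio, 21 left it and 2 changed sign where the interval had left out 0. Counting every change of sign, whatever the interval, there were 29, over 18 ratios. At IkE120 between DN3 and ES, the ratio ranged from 0.82 to 1.68 over the alternatives other than the share of covered fragments. The ratio of ΔIkE120 to wt at IkE120 ranged from -0.075 to 0.26 in unstimulated cells and from -0.31 to -0.011 in stimulated cells, each over the 9 alternatives. The rise at IkE180 with stimulation ranged from 0.55 to 0.82 in wt and from 0.20 to 0.40 in ΔIkE120 cells over the alternatives other than the share of covered fragments.

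In RPM, the DN3 to ES ratio was 1.68 at IkE120 and 1.38 over the upstream interval, and the change with stimulation at IkE120 was -0.32 in wt and -0.52 in ΔIkE120. When the running mean was taken before quantile normalization, the upstream interval had a DN3 to ES ratio of 0.64. The cause was not tested for these values. With the share of covered fragments in place of counts, the DN3 to ES ratio was -0.032 at IkE120 and 0.037 over the upstream interval. It was 0 at IkE180 for ΔIkE120 against unstimulated wt cells and for stimulation in either genotype, 0 for stimulation of ΔIkE120 cells at IkE120, and -0.081 for the latter at IkE155. At IkE120 and IkE180, at most 3 fragments of a window lack reads in any library, so that the share has little room to change. At IkE155, where 55 of 66 fragments had reads without and 52 with stimulation, and over the upstream interval, the cause was not tested. Of 172 values for the other enhancers, and for the upstream interval in P5424 cells, 11 moved and 1 reversed, the latter at IkE155.

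Pearson's r between tiles was 0.956 for wt and DN3, 0.975 for ΔIkE120 and DN3 and 0.971 for wt and ΔIkE120 with tiles of 10 kb. With covered fragments it was 0.962 for wt and DN3, 0.749 for wt and ES, 0.948 for ΔIkE120 and DN3 and 0.945 for wt and ΔIkE120. Over tiles more than 200 kb from the bait, chosen after seeing the data, it was 0.935 for wt and DN3, 0.602 for wt and ES, 0.971 for ΔIkE120 and DN3, 0.614 for ΔIkE120 and ES and 0.921 for wt and ΔIkE120. In these settings, and with tiles of 40 kb, r with DN3 was above r with ES for unstimulated cells of both genotypes. The cause of the shifts was not tested.

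The number of enhancers with a called interaction rose from 0 to 2 in ES, and from 1 to 2 in stimulated wt and stimulated ΔIkE120 cells, when the background was fitted within 500 kb. It was 2 in stimulated wt cells with a running window of 41 fragments, and 0 in stimulated ΔIkE120 cells at a threshold of 1.5 interquartile ranges. The cause was not tested.

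Within 10 kb of IkE120, H3K27ac peaks covered 5332 bases in wt and 3205 in ΔIkE120, which follows from the wider flanks. Genes with a promoter peak in wt alone were 319, and in ΔIkE120 alone 158, with the peaks at or above the median -log10 q of each list, and with the same number of peaks from each list they were 159 and 123. In each of the 3 alternatives more genes had a peak in wt alone than in ΔIkE120 alone. The share of peaks overlapped was 66.3% for wt and 80.5% for ΔIkE120 when 50% of the peak had to be overlapped, 80.1% and 92.3% with the peaks at or above the median -log10 q of each list, and 81.4% and 82.3% with the same number of peaks. The cause was not tested for the first 2 of these settings. The number of reads behind the peaks is unknown, which limits every comparison of their number. For 4C, the few covered fragments far from the bait limit comparisons of single distal tiles.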

Differences from the paper's values

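The paper places IkE+15 at 15 kb downstream from the promoter of *Ikzf1*. Its listed coordinates are 26.8 kb downstream of the first annotated start. None of the alternatives set before the data were examined bears on this distance. Measured from the most downstream of the 8 annotated *Ikzf1* transcript starts, a setting chosen after seeing the values, it is 11.6 kb.

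In Figs 2B and 4B, the paper marks called interactions at more places than IkE120, among them the regions of IkE180 and IkE155 and of IkE25, and places downstream of the bait. Here IkE120 was the only one of 5 enhancers with a call, in DN3 and in each P5424 library. The methods are not the same, as the paper ran peakC and marks conserved calls. Here peakC was not run, and code written after it was applied to each library alone. IkE180 was called in stimulated wt and stimulated ΔIkE120 cells with the background fitted within 500 kb of the bait, and in stimulated wt cells with a running window of 41 fragments. IkE155 was called with the background fitted within 500 kb in ES cells alone, and IkE25 in none of these settings. The paper's published DP library, which is part of Fig 2B, was not analysed here.

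The paper states that wt and ΔIkE120 cells show no differences in their interactions. At IkE180 in unstimulated cells, the log2 ratio of ΔIkE120 to wt was 0.46, with a bootstrap interval of 0.25 to 0.98, and 3 of the 24 tiles within 250 kb of the bait had larger ratios. At IkE25 in stimulated cells it was 0.39 (0.07 to 1.13), and 5 of these tiles, among them the tile that contains the IkE25 DHS, had larger ratios. The paper also states that the contact with IkE120 is equivalent with and without stimulation, and that the deletion leaves the dynamics of the interactions unchanged. In ΔIkE120 cells, the ratio of stimulated to unstimulated signal at IkE120 was -0.31 (-0.49 to -0.08), and 7 of these tiles had smaller ratios. At IkE180 the signal was higher with stimulation in both genotypes, by 0.81 in wt and 0.38 in ΔIkE120 cells. The bootstrap interval of the difference, -0.99 to -0.05, left out 0. This is not separate from the ratio of 0.46, as the stimulated signals were alike (2418 in wt and 2461 in ΔIkE120). Both rest on the low signal of 1379 in unstimulated wt cells. In that library the top fragment of a local tile held a median of 27.5% of the reads, against 14.8% to 17.9% in the other P5424 libraries. With capped counts the ratio stayed at 0.46. The rise was larger in wt in each alternative that kept the counts. With a window of 20 kb on either side, the rises were closer, at 0.56 in wt and 0.40 in ΔIkE120. These intervals compare single libraries, and the spread between replicates is not known.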

Other observations

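The tests in this part were chosen after the values had been seen, except the comparison of peak lists of the same size, which was set beforehand and whose reading was written afterwards.

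The ES library covered more fragments far from the bait. Between 100 kb and 1 Mb, 53.4% of the fragments had reads in ES, 23.8% in DN3 and between 20.1% and 29.7% in the P5424 libraries, while within 100 kb the share was 76.2% in ES and 77.2% in DN3. A larger library is not a sufficient source of this, since ES reads thinned to the DN3 total still covered 52.1%. The ES nuclei were permeabilized by another protocol than those of DN3 and P5424 cells. Permeabilization and cell type cannot be told apart, because no cell type was prepared in both ways, and the like shares near the bait (76.2% in ES) do not separate them. A wider spread of contacts in ES cells, where *Ikzf1* is not expressed, stays open and was not tested.

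The 2 P5424 libraries of a genotype shared more fragments with low read counts than other pairs of libraries did. Fragments over 2 Mb from the bait with at least 200 reads in 1 library were taken. Between 3.41% and 8.25% of them had 1 to 20 reads in the other P5424 library of the same genotype. In the other 26 ordered pairs of libraries the share was 0.663% to 2.77%. These include the pairs of DN3 and ES libraries with each other and with wt P5424 libraries, although all of these are wt. Below, same-genotype pairs are those within P5424 cells. Carry-over of reads between the P5424 libraries of a genotype might give this difference. At fragments with at least 500 reads, the share rose in 4 of 4 same-genotype pairs, by 1.80 to 5.73 percentage points, to between 5.66% and 13.5%. It also rose in 9 of 26 other pairs, by up to 1.84 points, which 3 of the 4 same-genotype pairs exceeded, and its highest value in the other pairs was 4.06%. These are the values that carry-over needs, but they do not show that it took place, as they come from 2 pairs of libraries read in both directions. Contacts held in common by P5424 cells of a genotype cannot be told apart from carry-over and stay open. Fragments with at least 200 reads in both libraries made up to 4.62% in same-genotype pairs and up to 4.27% in the others.

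The fragment to the right of the deletion, from 11464550 to 11465211, had no reads in either ΔIkE120 library although its right end is kept. If reads are counted at the left DpnII site of a fragment, which the deletion removes, this follows. The fragment from 11464302 to 11464326 loses only its right site. It kept 7331 reads in unstimulated and 5225 in stimulated ΔIkE120 cells. Fragments of at most 12 bp, too short to hold a read, were covered in 54.5% or more of the cases in every library, which may be read as counts assigned by the site where a read starts. The other explanation is a deletion that reaches the right end of this fragment. Against it stands the H3K27ac peak of ΔIkE120 cells that begins 78 bp to the right of IkE120, nearer than the length of the fragment. The reverse detection primer, from 11464691 to 11464710, also lies inside this fragment, and the paper detected the deletion by PCR. This argues against a longer deletion for an amplified allele only, since an allele without the primer site gives no product. No biological explanation was tested.

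The H3K27ac peak that remains to the right of IkE120 in ΔIkE120 cells has a higher fold enrichment than the longer wt peak. A candidate explanation is the local background of the peak caller. Among peaks of 500 to 2000 bp, the fold enrichment was lower where other peaks covered more bases within 5 kb, with a Spearman's rho across peaks of -0.446 in wt and -0.439 in ΔIkE120. Within 5 kb, 961 bases of other peaks lie beside the wt peak and 515 beside the ΔIkE120 peak, the direction this explanation needs. However, a peak farther to the right, from 11569773 in wt and 11569849 in ΔIkE120, has the same 961 and 515 bases nearby. Its fold enrichment was 2.49 in wt and 2.36 in ΔIkE120. Peaks to the left were mixed. Those from 11555559 in wt and 11555546 in ΔIkE120 (1907 and 1192 bases) went with the explanation, at 2.08 and 3.26. So did those from 11556392 and 11556367 (1704 and 992 bases), at 2.20 and 2.47. Those from 11557417 and 11557480 (1323 and 1476 bases) went against it, at 2.21 and 2.30. As the peak caller is also unknown, local background and a change in acetylation cannot be told apart. Peaks are not independent replicates. More acetylation beside the deletion is not excluded, and no read counts were analysed to test it.

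More wt peaks than ΔIkE120 peaks lacked an overlap in the other list. With the same number of peaks from each list, the shares overlapped were 81.4% and 82.3%. This does not decide the matter, because overlapping peaks pair nearly 1 to 1 (25721 in wt and 25848 in ΔIkE120), so that lists of the same length give like shares in any case. The number of peaks called and a difference in acetylation cannot be told apart here. Bins of 1 Mb with the most wt peaks missing from the ΔIkE120 list were on chromosome 11 from 119 Mb, with 25 of 57 peaks, and chromosome 14 from 53 Mb, with 25 of 68, followed by chromosome 2 from 166 Mb, with 24 of 62, and chromosome 15 from 80 Mb, with 24 of 65. For the ΔIkE120 list they were chromosome 2 from 75 Mb, with 15 of 43, chromosome 12 from 107 Mb, with 14 of 58, and with 13 peaks each chromosome 4 from 120 Mb, of 37, and chromosome 11 from 52 Mb, of 53. Whether these bins differ in acetylation or in depth was not tested.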
